# The Expression Dynamics of piRNAs Derived From Male Germline piRNA Clusters and Retrotransposons

**DOI:** 10.3389/fcell.2022.868746

**Published:** 2022-05-11

**Authors:** Masaki Kawase, Kenji Ichiyanagi

**Keywords:** piRNA biogenesis, spermatogenesis, PIWI, retrotransponson, FACS, germ cell

## Abstract

In mammals, germ cells produce a class of small regulatory RNAs called PIWI-interacting RNAs or piRNAs, which are 25–32 nucleotides in length. The profile of testicular piRNAs changes during development. The piRNAs detected in fetal testes at embryonic day 13.5 and later are called fetal piRNAs. The piRNAs detected in testes in a period where germ cells do not yet enter the pachytene stage of meiotic prophase I are called pre-pachytene piRNAs, whereas those in testes at later postnatal days are called pachytene piRNAs. Here, to elucidate the exact expression dynamics of these piRNAs during development, we compared piRNAs present in male germ cells at different stages, which were purified by fluorescence-activated cell sorting, and those in embryonic testes. The analysis identified three distinct groups of piRNA clusters: prospermatogonial, early, and late clusters. piRNA length was largely correlated with the repertoire of PIWI-like proteins in respective germ cells; however, the late piRNA clusters tended to generate longer (PIWIL1-type) piRNAs, whereas the early clusters tended to generate shorter (PIWIL2-type) piRNAs, suggesting a cluster- or sequence-dependent mechanism for loading onto PIWI-like proteins. Retrotransposon-derived piRNAs, particularly evolutionary young retrotransposons, were abundantly produced in prospermatogonia, however, their abundance declined as development proceeded. Thus, in later stages, retrotransposon-derived piRNAs were not enriched with those from evolutionary young elements. The results revealed that, depending on the piRNA clusters from which they are derived, longer PIWIL1-type piRNAs are produced earlier, and shorter PIWIL2-type piRNAs remain in a longer period, than previously thought.

## Introduction

PIWI-interacting RNAs (piRNAs) are a class of small regulatory single-stranded RNAs specifically expressed in the gonads of animals, including insects, nematodes, and mammals. In mice, the deficiency in genes involved in piRNA biogenesis, such as *Piwil2* (also called *Mili*), *Piwi4* (*Miwi2*), *Ddx4* (*Mvh*), and *Pld6* (*Miotopld*) leads to retrotransposon de-repression in germ cells and male infertility (Chuma and Nakano, 2013), indicating the important role of piRNAs in male germ cell development and the maintenance of genomic integrity. In male germ cells in mice, piRNAs are predominantly generated from long precursor RNAs transcribed in >200 genomic regions called piRNA clusters, and are processed into small RNAs 24–32 nucleotides (nt) in length. There are primarily 25- to 28-nt piRNAs in the testes of embryos [containing prospermatogonia (PSG)] and at <10 days postnatal [containing spermatogonia (SG) and spermatocytes before pachytene], whereas 28- to 30-nt piRNAs become abundant in testes at ≥10 days postnatal (containing SG, spermatocytes, and spermatids) (Aravin et al., 2007). Fetal piRNAs are enriched with repeat sequences, including retrotransposons, however, those in testes at >10 days postnatal are mostly derived from unique genomic sequences (Aravin et al., 2007; Kuramochi-Miyagawa et al., 2008).

PIWI-like proteins (PIWIL1, PIWIL2, and PIWIL4) belong to the Argonaute family with RNA cleavage activity. PIWIL2 is expressed in a wide range during germ cell development (PSG, SG, and spermatocytes), however, PIWIL4 expression is predominantly confined to PSG and undifferentiated SG, and PIWIL1 expression begins in meiotic spermatocytes (Figure 1A). Biochemical studies have revealed that PIWIL1, PIWIL2, and PIWIL4 bind to RNAs of 29–31 nt, 25–28 nt, and 26–29 nt in length, respectively (Kuramochi-Miyagawa et al., 2004; Aravin et al., 2008; Reuter et al., 2011). The PIWIL1 and PIWIL2 proteins cleave RNAs that are complementary to the bound piRNAs therefore, piRNAs complementary to retrotransposon mRNAs can guide their cleavage. The PIWIL2-cleaved RNAs are processed into secondary piRNAs in a process called ping-pong cycle, whereas the endonuclease activity of PIWIL4 is dispensable for the generation of piRNAs in PSG (De Fazio et al., 2011). Rather, the PIWIL4 binding to retrotransposon-derived piRNAs is involved in targeted *de novo* DNA methylation of retrotransposons in the genome (Carmell et al., 2007; Aravin et al., 2008; Kuramochi-Miyagawa et al., 2008).

**FIGURE 1:**
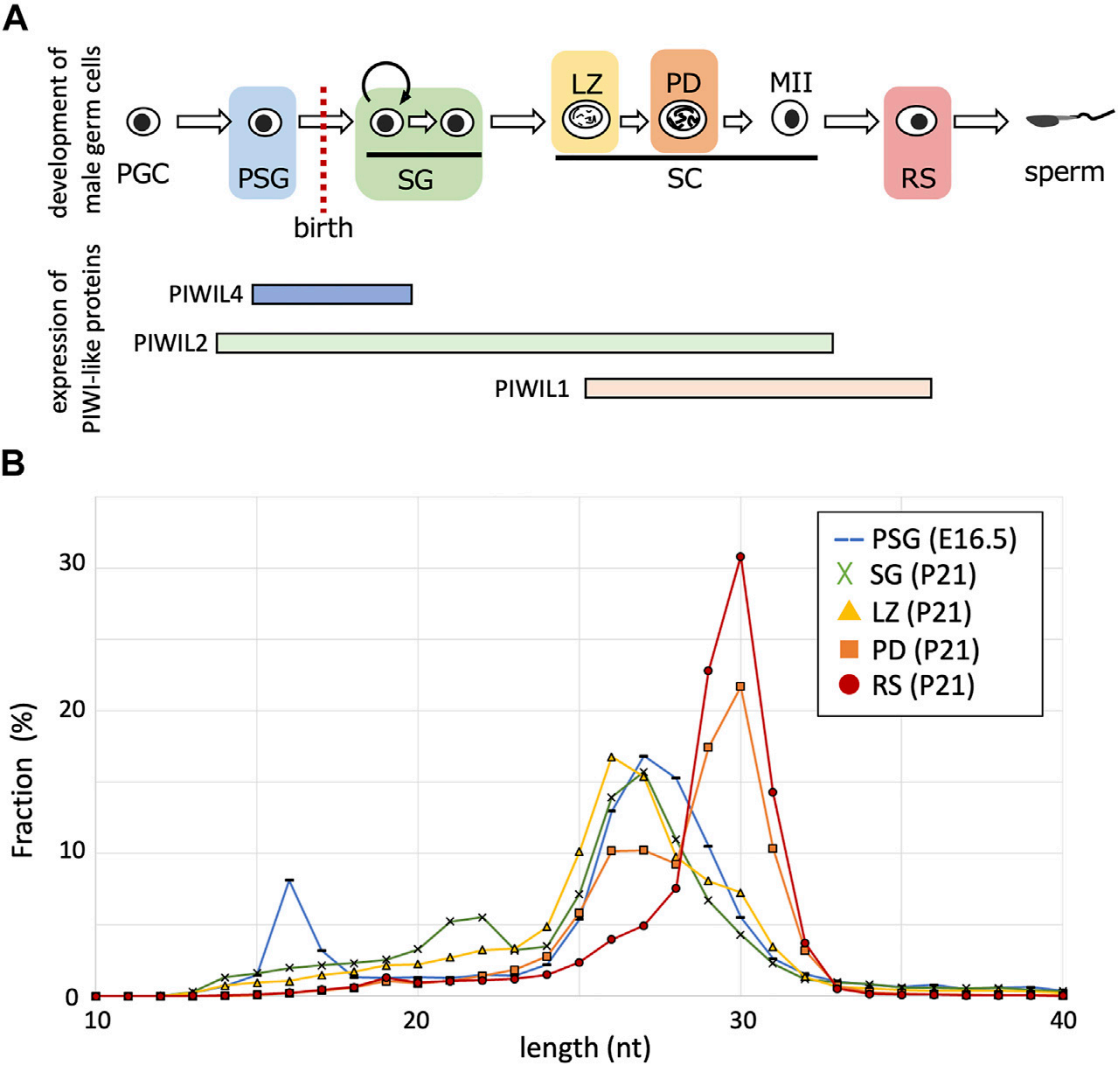
Length distributions of piRNA reads in developing germ cells. **(A)** The developmental order of male germ cells and the range of PIWI-like protein expression. Their expressions in postnatal germ cells are according to single-cell RNA-seq data (Hermann et al., 2018). PGC, primordial germ cell; PSG, prospermatogonium; SG, spermatogonium; SC, spermatocyte; LZ, leptotene and zygotene stage; PD, pachytene and diplotene stage; MII, meiosis II; RS, round spermatid. **(B)** Fractions (%) of piRNAs of indicated lengths (10–40 nt) in germ cells of different stages (PSG, blue; SG, green; LZ, yellow; PD, orange; RS, red).

The sequence features and roles of postnatal piRNAs, as well as dominant piRNA clusters, were studied using whole testis samples. However, testes contain germ cells at various developmental stages, including SG, spermatocytes, and spermatids. Therefore, it is important to analyze purified cell samples at each stage to understand the dynamics of piRNAs along the duration of germ cell development. Because of the development of a purification method for testicular germ cells by fluorescence-activated cell sorting (FACS) (Gaysinskaya et al., 2014), we previously sequenced piRNAs in various developmental stages, including SG, leptotene and zygotene spermatocytes (LZ), pachytene and diplotene spermatocytes (PD) and round spermatids (RS) (Inoue et al., 2017), as well as embryonic testes containing PSG (Ichiyanagi et al., 2014). Here, by in-depth analysis of these piRNAs in developing germ cells, we report the expression dynamics and features of piRNAs derived from piRNA clusters and retrotransposons.

## Results and Discussion

### Longer piRNAs (≧29 nt) Begin to be Expressed at Leptotene and Zygotene Spermatocytes

To characterize piRNAs expressed at various stages, we analyzed the small RNA sequencing data for PSG, SG, LZ, PD, and RS (Ichiyanagi et al., 2014; Inoue et al., 2017). The PSG data were obtained from samples at embryonic day 16.5, and the SG, LZ, PD, and RS data were for FACS-purified germ cells of the same individual at 21 days postnatal. After removing reads of miRNAs and cellular RNAs, such as rRNAs and tRNAs, the retained reads were mapped onto the mouse reference genome. The length distribution of the mapped piRNAs differed between the stages (Figure 1B). In PSG, the length peak was 27 nt, possibly reflecting a mixture of PIWIL2-and PIWIL4-bound piRNAs. In SG, the peak was shifted 1 nt shorter (26 nt), consistent with the predominance of PIWIL2-bound piRNAs. In LZ, the peak remained 26 nt, however, piRNAs of ≧29 nt became more abundant. In PD, the 26-nt peak became smaller, whereas the 30-nt peak became abundant. Eventually, in RS, only a single peak of 30 nt was observed, consistent with the predominance of PIWIL1-bound piRNAs. Therefore, shorter piRNAs were initially generated in male germ cells, and the population gradually shifted toward longer piRNAs during development. Notably, although long piRNAs are features of so-called “pachytene” piRNAs, our analysis revealed that such long piRNAs start to be generated at the LZ stages. To avoid ambiguity, we designated these longer piRNAs observed in spermatocytes and spermatids as “late piRNAs” (because they became expressed late) and shorter piRNAs in SG and spermatocytes as “early piRNAs” (because they were expressed early). As stated below, prospermatogonial piRNAs are distinct from these postnatal piRNAs; we designate these piRNAs as “PSG piRNAs”.

### The Expression Dynamics During Germ Cell Development Categorizes the piRNA Clusters Into Three Groups

Certain piRNAs are generated *via* the ping-pong-cycle reactions for repeat-derived RNAs, whereas the majority are generated from precursor RNAs transcribed from piRNA clusters. To study the expression dynamics of cluster-derived piRNAs, we compiled piRNA clusters based on previous reports (Kuramochi-Miyagawa et al., 2008; Li et al., 2013) and piRNAdb (https://www.pirnadb.org), yielding a list of 512 piRNA clusters. The mapped reads in each developmental stage were counted and normalized by the genomic length of a cluster, yielding reads per kilobase per million mapped reads (RPKM values). K-means clustering revealed three major groups (Figure 2A; Supplementary Table S1): 1) clusters showing high expression in PSG but low expression in postnatal stages (PSG piRNA clusters), 2) clusters showing increased expression in SG and LZ but decreased expression in PD and RS (early piRNA clusters), and 3) clusters whose expression gradually increased as development proceeded (late piRNA clusters).

**FIGURE 2:**
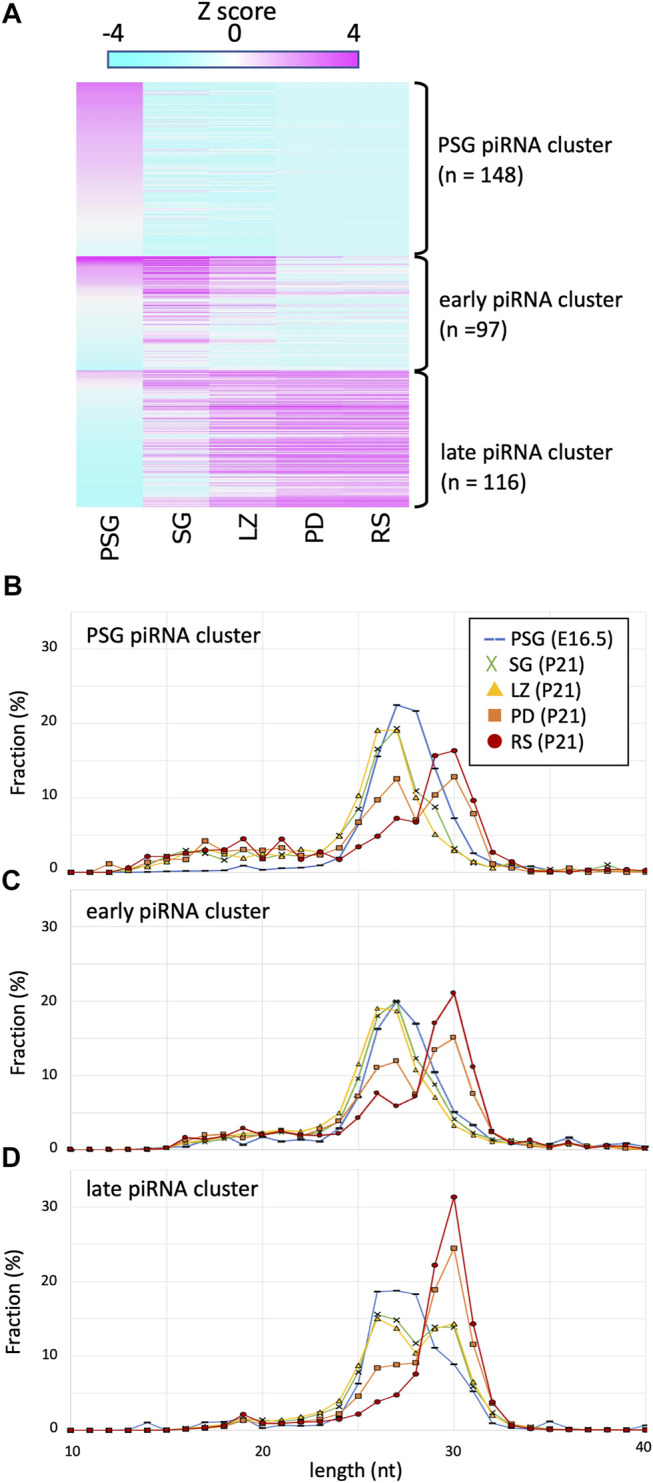
Expression profile and lengths of piRNA clusters. **(A)** A heatmap showing the piRNA expression levels for 512 piRNA clusters in different developmental stages. The clusters are ordered by the three piRNA categories: PSG, early, late piRNA clusters. **(B–D)** Length distributions of piRNAs derived from PSG **(B)**, early **(C)**, and late **(C)** piRNA clusters in the developmental stages. The color codes are the same as those in Figure 1B.

### The Lengths of piRNAs are Dictated by the PIWI-Like Proteins Expressed at Each Stage

Next, to gain mechanistic insights, we analyzed the lengths of piRNAs derived from each cluster at each developmental stage (Figures 2B–D). Regardless of the clusters from which they were derived, piRNA length was primarily determined by the developmental stage. For example, in PSG and SG, the piRNA lengths had a peak at approximately 27 nt, whereas the peak was at 30 nt in RS. It has been shown that piRNAs are processed by an endoribonuclease after loading onto PIWI proteins, and the structure of PIWI proteins determines the length of mature piRNAs that they bind (Kawaoka et al., 2011; Vourekas et al., 2012; Yamaguchi et al., 2020). The distribution of piRNA length is consistent with the idea that the relative number of PIWI-like proteins (PIWIL1 vs. PIWIL2) existing in the cell dictates the piRNA length. This implies that piRNAs of any cluster can bind to PIWIL1, PIWIL2, and PIWIL4 if these proteins are present in the cell.

However, we noticed that the PSG and early clusters generated shorter piRNAs than that of the late cluster in postnatal germ cells. In SG and LZ, the PSG and early clusters showed a single peak at approximately 27 nt (Figures 2B,C, green and yellow), whereas the late clusters showed a bimodal distribution with two peaks at 27 and 30 nt (Figure 2D, green and yellow). In PD, the PSG and early clusters showed two peaks at 27 and 30 nt (Figures 2B,C, orange), whereas the late clusters showed a predominant peak at 30 nt (Figure 2D, orange). In RS, the length of most piRNAs was approximately 30 nt (Figures 2B–D, red), however, a substantial fraction of piRNAs from the PSG and early clusters was approximately 27 nt in length (Figures 2B,C, red). These results suggest that piRNAs of each cluster have a preference for PIWI-like proteins to bind. The sequence features of precursor RNAs may be involved in the difference in preference between the PSG/early and late clusters.

### Late piRNA Clusters Were Expressed in LZ Spermatocytes in the Second and Later Wave, but not in the First Wave of Spermatogenesis

It has been shown that piRNAs in testes at P10 are predominantly 25–28 nt in length (Aravin et al., 2007). Since such testes contain spermatogonia and preleptotene, leptotene and zygotene spermatocytes (but not germ cells of pachytene and later stages), these piRNAs are called pre-pachytene piRNAs. This seemed inconsistent with our data for P21 LZ spermatocytes, expressing longer piRNAs, which were derived from late piRNA clusters. It is conceivable that LZ spermatocytes at different ages produce piRNAs of different lengths. Therefore, we prepared LZ spermatocytes from P11 and P16 testes by cell sorting (Supplementary Figure S1) as for P21 testes (Inoue et al., 2017), and piRNAs in the LZ samples were compared (Figure 3). 

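Small RNAs of P11 and P16 LZ spermatocytes were sequenced in 1 library per age, prepared from 3 individuals at each age. Neither age has a replicate library, so no difference between the ages has a replicate check. LZ spermatocytes are germ cells in the leptotene and zygotene stages of meiotic prophase, which come before the pachytene stage. The authors discarded reads matching miRNAs and cellular RNAs, mapped the rest to mm10 without mismatches and counted the uniquely mapped reads of each of 512 piRNA clusters. They deposited the counts as RPKM, rounded to 2 decimals. The P11 and P16 columns of Supplementary Table S1 hold the same values, with a largest difference of 0. The files give no read numbers, but the low RPKM values rise in steps of 1 read, from which the depth was recovered. The P11 values correspond to 2258292 mapped reads (2258263 to 2258321 for equally good steps) and the P16 values to 4043096 mapped reads (4043057 to 4043135). Of these, 428845 reads at P11 and 2668918 at P16 lay in the 512 clusters. The paper states 14 M reads per sample for the sequencing run, whereas the RPKM values are relative to the mapped reads. For a cluster of the median length, 3 reads amount to 0.0743 RPKM at P11 and 0.0415 RPKM at P16. The clusters were grouped by the Group column of Supplementary Table S1, which lists 116 late, 97 early and 148 PSG clusters and 151 clusters of low expression. Levels were compared as log2 ratios of RPKM + 0.1, a scale that understates the change of clusters with low values. Values for P21 LZ spermatocytes are the paper's, from 2 libraries in Supplementary Table S1 that were sequenced in an earlier study, so age and sequencing experiment cannot be told apart in a comparison with P21.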

In P16 LZ spermatocytes, the expression levels of late piRNA clusters were almost the same, and the piRNA length distribution was also very similar. 

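Across the 116 late clusters, the median RPKM was 58.5 at P16 (quartiles 15.6 and 183), and the paper's median at P21 is 50.8 (quartiles 14.4 and 155). The median log2 ratio of P16 to the average of the P21 libraries was 0.12 (95% binomial interval of the median over clusters 0.06 to 0.22). The SD of this ratio over clusters was 0.41, and 114 of the 116 clusters lay within 2-fold of their P21 value. Between P21 library 1 and library 2 the median log2 ratio was larger, 0.33, while the SD over clusters was smaller, 0.37, with 115 clusters within 2-fold. Against library 1 alone the median log2 ratio of P16 was -0.0076, and against library 2 alone it was 0.28, so the direction of the small difference depends on the P21 library. At P16, 43 late clusters lay between the paper's P21 values, 50 above both and 23 below both. The rank correlation across late clusters between P16 and P21 was 0.987 (Spearman), and that between the P21 libraries was also 0.987. Clusters are not independent replicates, and this correlation is across clusters. P16 was set against an average of 2 libraries, which can lower the spread, whereas the P21 libraries were compared singly. The SDs, the 2-fold counts and the correlations are therefore not like for like. The early clusters had a median log2 ratio of 0.08 between P16 and P21, with 91 of 97 within 2-fold.

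**Figure D1:**
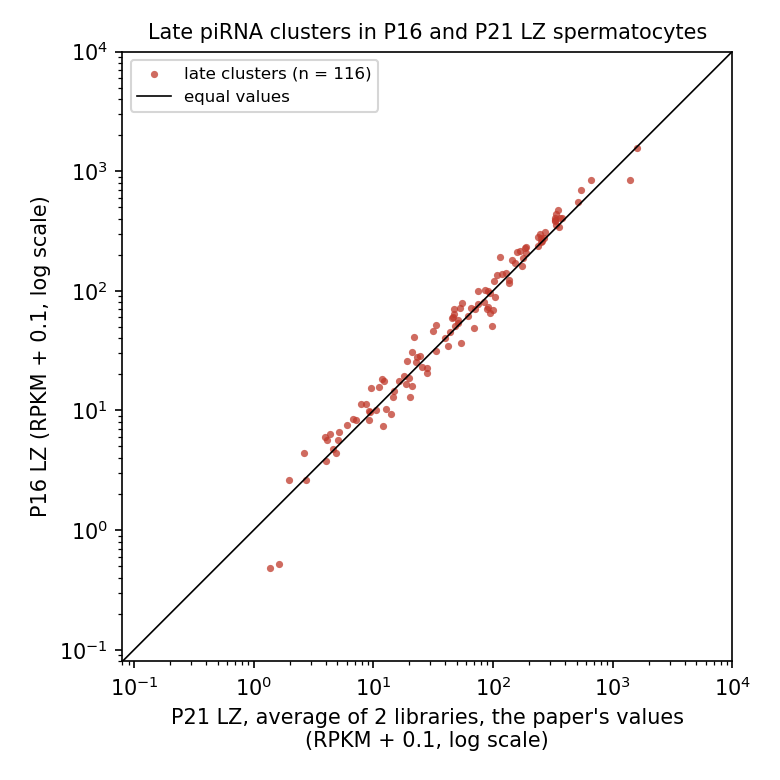
RPKM + 0.1 of the 116 late clusters in P16 LZ spermatocytes (vertical log axis) against the paper's average of the P21 LZ libraries (horizontal log axis), with 1 point per cluster and a line of equal values. The points follow the line, and 114 of them lie within 2-fold of it.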

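In the P11 library 34438 reads came from late clusters, 1.52% of mapped reads (95% Wilson interval 1.51% to 1.54%). The P16 library had 2406558 reads from them, 59.5% of mapped reads (95% Wilson interval 59.5% to 59.6%). These intervals cover counting error only. The paper's P21 LZ values correspond to 63.0% in library 1 and 47.2% in library 2. The median RPKM of late clusters was 0.735 at P11 (quartiles 0.118 and 5.40), and the median log2 ratio of P16 to P11 was 5.70 (95% binomial interval of the median over clusters 4.41 to 6.97). Of the 116 late clusters, 110 were higher at P16 and 96 were at least 2-fold higher, while 1 was at least 2-fold lower. The median exceeded those of all 10000 random lists of 116 clusters matched on mean expression, of which the highest was 3.01. This describes the libraries at hand, and the random lists shared on average 51.2% of their clusters with the late group. The median log2 ratio of P11 to the average of the P21 libraries was -5.60 (95% binomial interval -6.82 to -4.59), and 106 late clusters were below both P21 values at P11. Restricting the group moved the ratio of P16 to P11 most, with a median of 3.69 for the 50 clusters of k-means group 2 and 7.63 for the 66 clusters of k-means group 5. A pseudocount of 1 lowered it to 4.15.

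Among late clusters, the highest P16 level was that of cluster210, at 27272326 to 27367267 on chromosome 17 of mm10. It rose from 18.4 RPKM (3945 reads) at P11 to 1576 RPKM (604901 reads) at P16, a log2 ratio of 6.41, and held 15.0% of all mapped P16 reads. GENCODE annotates the lincRNAs Gm49793, Gm49795 and Gm49794 and the processed transcript Gm10505 in this region, and most of the cluster lies outside their exons. The next late cluster was cluster220, at 49112292 to 49113419 on chromosome 17, within the lincRNA gene 1700008K24Rik. It rose from 9.03 RPKM (23 reads, 95% Wilson interval 6.02 to 13.5 RPKM) to 850.1 RPKM (3877 reads). After it came cluster325, at 135626719 to 135630117 on chromosome 4, within the lincRNA gene 1700029M20Rik, with 47.4 RPKM (364 reads) at P11 and 838 RPKM (11512 reads) at P16. Among late clusters with a mean of at least 10 RPKM, the largest log2 ratio was 10.15 for cluster231 (chromosome 18, 67027653 to 67100745), which overlaps the 5′ part of the protein-coding gene Gnal over 17.1% of its length and contains the lincRNA gene AC140207.2. It rose from 0.11 RPKM (18 reads) to 238 RPKM (70447 reads). For cluster419 (chromosome 7, 73105374 to 73151416), which contains the lincRNA gene 4933435G04Rik, the log2 ratio was 10.02, from 12 reads to 42436 reads. For cluster125 (chromosome 12, 98381903 to 98454989), of which 35.0% lies in the protein-coding gene Kcnk10, it was 10.00, from 25 reads to 75432 reads. With so few P11 reads these ratios depend on the pseudocount, and with a pseudocount of 1 they were 7.75, 7.68 and 7.80.

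**Figure D2:**
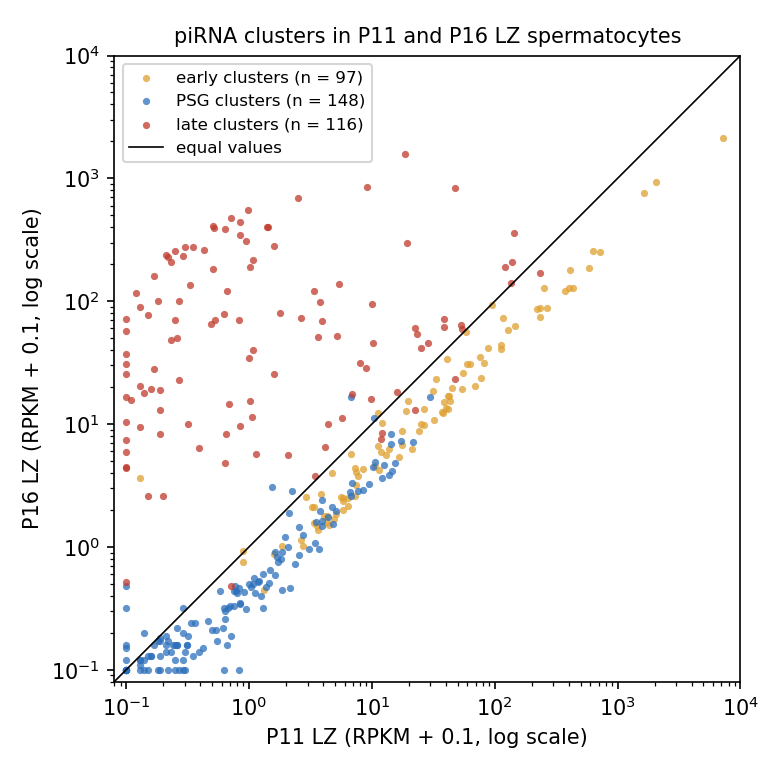
RPKM + 0.1 of the 116 late, 97 early and 148 PSG clusters in P16 LZ spermatocytes (vertical log axis) against P11 LZ spermatocytes (horizontal log axis), with 1 point per cluster, 1 library per age and a line of equal values. Of the late clusters, 110 lie above the line, and 94 of the early clusters lie below it.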

In P11 LZ spermatocytes, however, expression levels of late piRNA clusters were much lower than those in P16 and P21 LZ spermatocytes.

**FIGURE 3:**
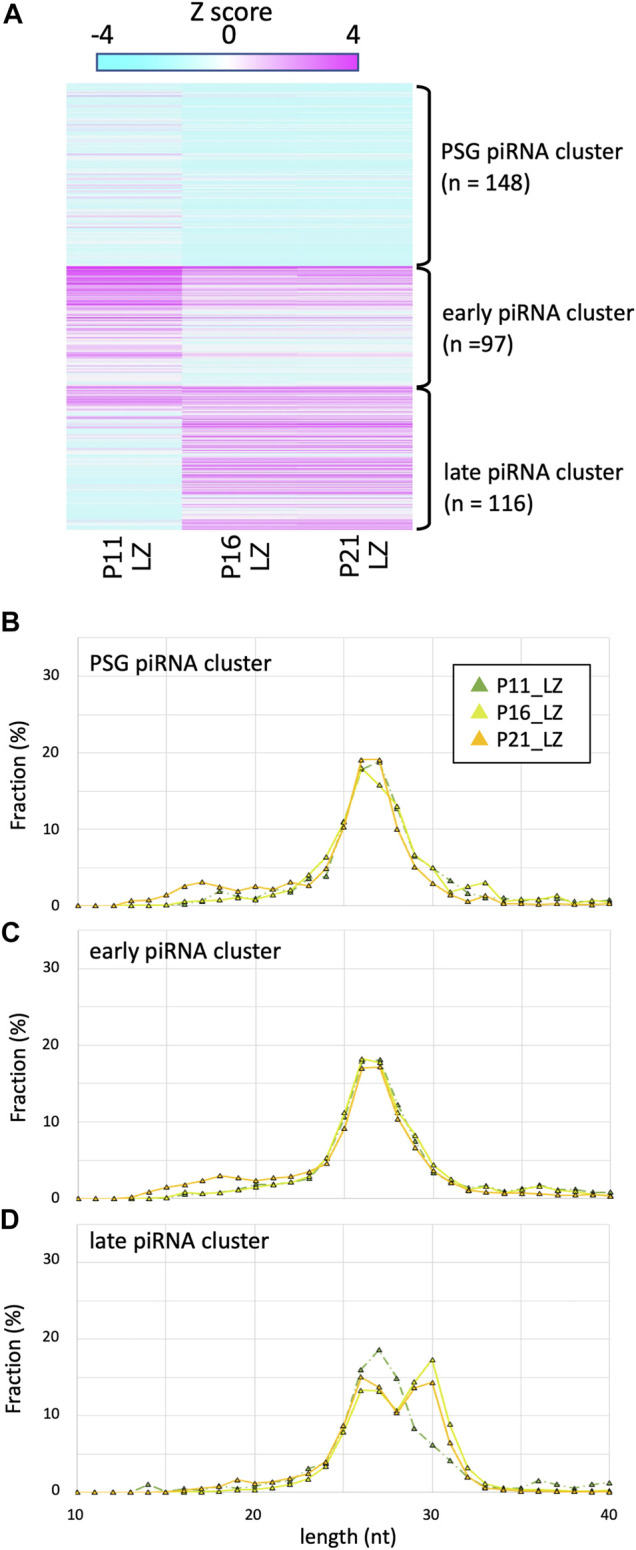
Expression profile and lengths of piRNA clusters in P11, P16, and P21 LZ spermatocytes **(A)** A heatmap showing the piRNA expression levels for 512 piRNA clusters in different developmental stages. **(B–D)** Length distributions of piRNAs derived from PSG **(B)**, early **(C)**, and late **(C)** piRNA clusters. The color codes are the same as those in Figure 1B.

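Early clusters were lower at P16 than at P11 on the authors' RPKM. Their median RPKM was 21.3 at P11 (quartiles 5.70 and 76.4) and 10.2 at P16 (quartiles 2.45 and 33.6), and the paper's median at P21 is 10.2. The median log2 ratio of P16 to P11 was -1.22 (95% binomial interval of the median over clusters -1.34 to -1.15). Of the 97 early clusters, 94 were lower at P16 and 68 were at least 2-fold lower. When reads were taken relative to the mapped reads outside late clusters, the median log2 ratio became 0.031. On that scale 0 early clusters were at least 2-fold lower and 9 were at least 2-fold higher. The order of the early clusters was similar at the 2 ages, with a rank correlation across clusters of 0.977 (Spearman), against 0.224 for the late clusters. Early clusters held 15.8% of mapped reads at P11 (357457 reads, 95% Wilson interval 15.8% to 15.9%) and 5.83% at P16 (235670 reads, 5.81% to 5.85%).

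PSG clusters had a median RPKM of 0.61 at P11 and 0.22 at P16, with a median log2 ratio of -1.04 (95% binomial interval -1.13 to -0.85), and 77 of 148 were at least 2-fold lower at P16. Relative to the mapped reads outside late clusters, their median log2 ratio was -0.012, with 13 PSG clusters at least 2-fold lower and 11 at least 2-fold higher. Fewer than 3 reads were found for 31 PSG clusters at P11 and 41 at P16. The 151 clusters of low expression had a median log2 ratio of -0.30 (95% binomial interval -0.51 to -0.12).

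The early cluster with the highest P11 level was cluster218, at 39842998 to 39848201 on chromosome 17 of mm10, with 7247 RPKM (85170 reads) at P11 and 2129.9 RPKM (44814 reads) at P16. It overlaps an annotated rRNA gene, CT010467.1, over 35.5% of its length and the lincRNA gene Gm26917 over 64.0%. The next was cluster263, at 122375455 to 122378062 on chromosome 2, with 2055 RPKM at P11 and 926 RPKM at P16. It spans the annotated tRNA genes n-THgtg4, n-THgtg3 and n-THgtg5. The log2 ratios of P16 to P11 for cluster218 and cluster263 were -1.77 and -1.15. The paper's P21 LZ value for cluster218 is 2211 RPKM, near its P16 value. For cluster263 it is 113 RPKM (97.4 and 128 in the single libraries), far below its P16 value, whereas 91 of 97 early clusters lay within 2-fold. Age and sequencing experiment both differ there, and the cause of this gap was not tested. The PSG cluster with the highest P11 level was cluster291, at 58415528 to 58417310 on chromosome 3, which lies within the protein-coding gene Tsc22d2, with 91.0% of its length in coding sequence. It fell from 29.6 RPKM (119 reads, 95% Wilson interval 24.7 to 35.4 RPKM) to 16.65 RPKM (120 reads, 13.9 to 19.9 RPKM), a log2 ratio of -0.82. Relative to the mapped reads outside late clusters, the ratios of cluster263 and cluster291 changed direction, to 0.13 and 0.45.

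**Figure D3:**
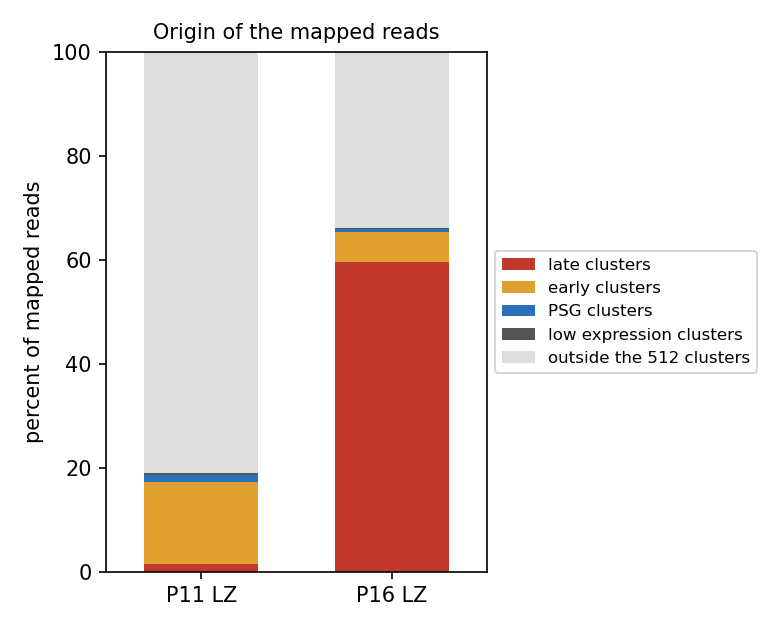
Percent of mapped reads from late, early, PSG and low expression clusters and from outside the 512 clusters, in P11 and P16 LZ spermatocytes (1 library per age, stacked bars from 0 to 100%). The late clusters take up 1.52% of the P11 bar and 59.5% of the P16 bar, and the early clusters 15.8% and 5.83%.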

P11 testes do not contain pachytene spermatocytes, whereas P16 and P21 do. However, the presence of longer piRNAs in P16 and P21 LZ preparations cannot be explained by contamination, if any, of PD spermatocytes because of the high purity (>85%) of the cell fractions (Gaysinskaya et al., 2014; Inoue et al., 2017). LZ spermatocytes at P11 are developmentally distinct, as they are produced in the first wave of spermatogenesis, where spermatocytes are differentiated from non-stem-cell spermatogonia (Yoshida et al., 2006). On the other hand, at P16 and later, spermatocytes are differentiated from spermatogonial stem cells. These suggest that the first-wave LZ spermatocytes very weakly express the late piRNA cluster, whereas LZ spermatocytes in subsequent waves start to express these piRNAs. 

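At P11, 22 of the 116 late clusters had fewer than 3 reads and 12 were listed at 0, whereas at P16 all had at least 3 reads. At the other end, 22 late clusters had at least 10 RPKM at P11, against 94 at P16. For 20 late clusters, the P16 value was less than 2-fold higher than the P11 value or was lower. This number depends on the scaling, and relative to the mapped reads outside late clusters it was 6. The 20 clusters had a median of 26.6 RPKM at P11 and 32.2 RPKM at P16 and held 54.8% of the late-cluster reads at P11 but 1.87% of those at P16. The other 96 had a median of 0.425 RPKM at P11 and 67.0 RPKM at P16. Among late clusters with a mean of at least 10 RPKM, the largest decrease was for cluster106, at 100458950 to 100463785 on chromosome 11 of mm10, with 24.2% of its length in the protein-coding gene Klhl11. It had 47.0 RPKM (513 reads) at P11 and 23.1 RPKM (452 reads) at P16, a log2 ratio of -1.02. Next was cluster28, at 160969045 to 160972140 on chromosome 1, which lies in the 3′ UTR of the protein-coding gene Rc3h1, with 22.5 RPKM (157 reads) at P11 and 12.9 RPKM (162 reads) at P16, a log2 ratio of -0.79. Relative to the mapped reads outside late clusters, these ratios changed direction, to 0.26 and 0.49. The late clusters with the most P16 reads after cluster210 were cluster496 (chromosome 9, 67684694 to 67782429), which contains the protein-coding gene C2cd4b, and cluster259 (chromosome 2, 92541365 to 92648462), which contains the protein-coding gene Chst1. Their shares of mapped reads rose from 0.0129% (291 reads) to 3.95% and from 0.00910% (206 reads) to 3.30%. From the low levels at P11, and from the origin of first-wave spermatocytes in spermatogonia that are not stem cells, the paper proposes that LZ spermatocytes of the first wave express the late clusters very weakly and that those of later waves begin to express them.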

The LZ spermatocytes express *Piwil1* (Hermann et al., 2018), which is consistent with the presence of PIWIL1-type longer piRNAs.

### Differential Expression of Retrotransposon-Derived piRNAs During Germ Cell Development

As expected, a substantial portion of piRNAs were mapped onto the retrotransposon sequences in the genome. Thus, we analyzed the time course of the abundance of retrotransposon-derived piRNAs (Figure 4A; Supplementary Table S2). In general, the expression of retrotransposon-derived piRNAs was highest in PSG, and gradually declined as development proceeded, which is consistent with the fact that piRNAs in PSG mainly work for post-transcriptional regulation and *de novo* DNA methylation of retrotransposons (Inoue et al., 2017).

**FIGURE 4:**
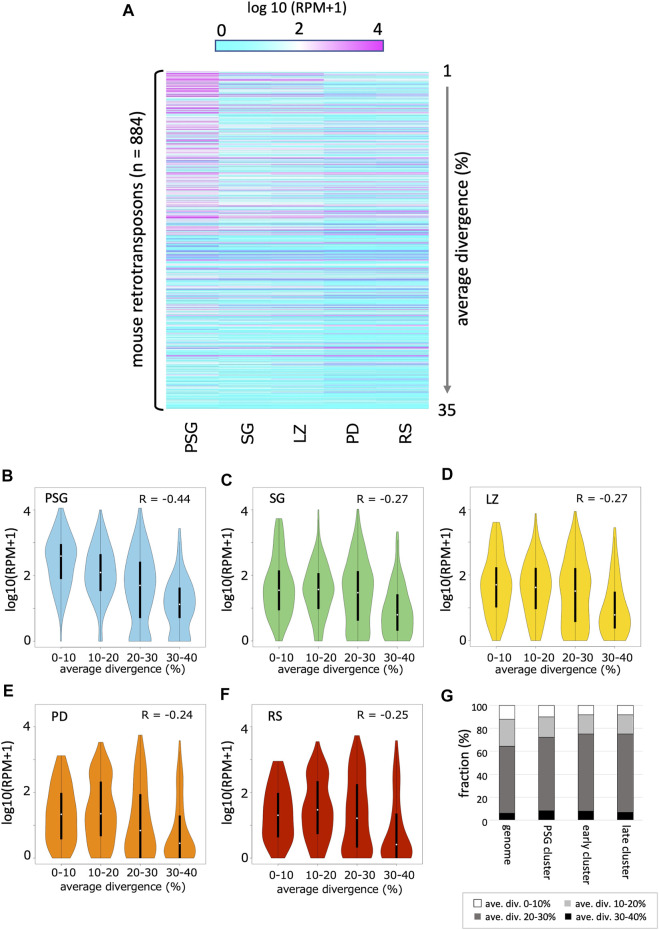
Expression profile of retrotransposon-derived piRNAs **(A)** A heatmap showing the piRNA expression levels for 884 retrotransposon species identified in the mouse genome (by RepeatMasker). The order of retrotransposons is sorted by the mean values of divergence from the respective consensus sequences. The evolutionally younger a family is, the smaller its value is. **(B–F)** Violin plots showing the expression levels of retrotransposons categorized by their average divergences in PSG **(B)**, SG **(C)**, LZ **(D)**, PD **(E)** and RS **(F)**. In each panel, the first (0–10%), second (10–20%), third (20–30%), and fourth (30–40%) groups contain 90, 249, 377, and 168 retrotransposons, respectively. **(G)** Retrotransposon contents in PSG, early, and late piRNA clusters as well as whole genome. Retrotransposons are grouped according to their average divergences.

Next, we analyzed the relationship between the evolutionary ages of retrotransposons and piRNA abundance. The average divergence from the respective consensus sequences was used to estimate the age of retrotransposons in the genome. In PSG, younger retrotransposons (with lower divergence) had more piRNAs (Figure 4B, *R* = –0.44, *p* < 10^–15^). PSG piRNA clusters did not show an enrichment of young retrotransposon copies (Figure 4G). Thus, the high abundance of piRNAs from young retrotransposons is likely due to the relatively high expression of their mRNAs in prospermatogonia, which can fuel the ping-pong cycle amplification of piRNAs. This is also consistent with the role of piRNAs in the host defense system against the mobility of active retrotransposons in PSG. However, in SG and the later developmental stages, the relationship between age and piRNA abundance became weaker (Figures 4C–F).

### Conclusion: New Terminologies of Male Germline piRNA Clusters Based on Their Gradual Changes During Meiosis

Here, we compared the features of piRNAs expressed at various stages of male germ cell development in mice. “Pachytene piRNAs” observed in testes at ages 10 days and older are mainly long (29–31 nt) piRNAs, whereas “pre-pachytene piRNAs” observed in testes at ages 9 days and younger are mainly short (25–28 nt) piRNAs (Aravin et al., 2007). However, the present study revealed that, although longer piRNAs are highly expressed in RS, substantial amounts are also expressed at earlier stages, such as SG and LZ, particularly for piRNAs derived from the late piRNA clusters (Figure 2D). Likewise, characteristic “pre-pachytene piRNAs” (those from the PSG and early clusters) remain at the pachytene and later (PD and RS; Figures 2B,C). Since the length distribution and expression abundance gradually change in developmental stages, from SG *via* LZ and PD to RS (Figures 1, 2), it is inappropriate to categorize piRNAs (and clusters) into pachytene and pre-pachytene piRNAs based on their expression levels in whole testes. Here, we propose to divide them into three categories based on their expression patterns in male germ cells: PSG, early, and late piRNA clusters (see Supplementary Table S1 for details).

## Materials and Methods

### Small RNA Sequencing Library Preparation

Leptotene and zygotene spermatocytes were prepared from mouse testes at postnatal days 11 and 16 (3 individuals respectively) according to the published protocol (Gaysinskaya et al., 2014; Inoue et al., 2017), with an exception that SH800 (SONY) was used for cell sorting (Supplementary Figure S1). RNAs were prepared from the sorted cells by isogene (Nippongene) and DirectoZol RNA prep kit (Zymo Research), quantified by Qubit (Thermo Fisher), and analyzed by TapeStation (Agilent technology). Small RNA-seq libraries were prepared from 31 to 23 ng of total RNAs (of P11 and P16, respectively) using the NEBNext Small RNA library Prep set (NEB). The libraries were sequenced on Illumina MiSeq in a 60-bp single-end run (yielding 14 million reads per sample, respectively). The sequencing data has been deposited to Gene Expression Omnibus (GEO) under the accession number, GSE200853.

### Data Analysis

The published dataset of small RNA sequencing (50-bp single-end sequencing) was retrieved from the Gene Expression Omnibus under accession numbers GSE70891 (for PSG at embryonic day 16.5) and GSE54515 (for SG, LZ, PD, and RS at 21 days postnatal). After clipping the adapter sequence, the reads were mapped to miRNAs, rRNAs, tRNAs, snoRNAs, snRNAs, and scRNAs by Bowtie2 (Langmead and Salzberg, 2012) without allowing mismatches using the following options: L 10 --norc--score-min L,0,0 --no-unal. The mapped reads were discarded, and unmapped reads were then mapped to the mouse reference genome (mm10) using Bowtie2 without allowing mismatches using the options “-L 10 --score-min L,0,0”. For the analysis of cluster-derived piRNAs, we extracted uniquely mapped reads and analyzed their lengths (10–40 bp).

### The piRNA Cluster List

The piRNA clusters used in the present study were obtained from published papers (Kuramochi-Miyagawa et al., 2008; Li et al., 2013) and piRNAdb (https://www.pirnadb.org/), and genomic coordinates were converted to mm10 using LiftOver obtained from the UCSC genome browser (Navarro Gonzalez et al., 2021). 

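The 512 clusters of the list lie on 20 chromosomes, 2 of them on the X chromosome, and cover 18692 kb in all. Their median length is 17880.5 bp, the shortest is 123 bp and the longest 599131 bp. The closest neighbours are 121 bp apart. Compared with the GENCODE M21 annotation of GRCm38, the assembly that mm10 represents, 433 clusters overlap an annotated gene, 325 a protein-coding gene and 299 an exon of a protein-coding gene. By group, 46 of 116 late, 88 of 97 early and 73 of 148 PSG clusters overlap a protein-coding exon, as do 92 of the 151 clusters of low expression. An annotated rRNA or tRNA gene is overlapped by 8 clusters, of which 4 are early, 3 are PSG, 1 is of low expression and 0 are late.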

All clusters were merged using Bedtools with option -d 100, yielding 512 clusters.

### Calculation of piRNA Expression From Clusters and Retrotransposons

To calculate the piRNA expression from clusters, uniquely mapped reads were counted for each cluster and normalized by the length of the cluster and the total number of mapped reads in the library (RPKM). 

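In the P11 and P16 libraries, multiplying the RPKM by the cluster length (end minus start plus 1) gave values that were whole multiples of 1 read, as the described counting implies. The step was 0.443 at P11 and 0.247 at P16, in RPKM for a cluster of 1 kb. Of the values with little rounding, 100% of 123 were whole at P11, where 16.6% would be by chance, and 100% of 45 at P16, where 19.1% would be. Rounding of the RPKM to 2 decimals leaves an uncertainty of 0.202 reads at P11 and 0.361 reads at P16 for the cluster with the median rounding, and up to 6.77 and 12.1 reads for the longest cluster.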

The clusters were grouped based on the log expression of piRNAs at each stage using the k-means clustering method.

To calculate the expression of the retrotransposon-derived piRNAs, reads were mapped onto the mouse genome (mm10), and the RepeatMasker annotation (Navarro Gonzalez et al., 2021) of these regions was used to identify repeat-derived reads. Both sense and antisense piRNAs were counted. To estimate the ages of retrotransposons, the miliDiv values in the RepeatMasker track (per mille divergence from the consensus sequence) were averaged for all genomic copies belonging to respective retrotransposon subfamilies (or sub-subfamilies) that were annotated in the repName column.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## References

[B1] AravinA. A.SachidanandamR.Bourc'hisD.SchaeferC.PezicD.TothK. F. (2008). A piRNA Pathway Primed by Individual Transposons Is Linked to De Novo DNA Methylation in Mice. Mol. Cell. 31 (6), 785–799. 10.1016/j.molcel.2008.09.003 18922463PMC2730041

[B2] AravinA. A.SachidanandamR.GirardA.Fejes-TothK.HannonG. J. (2007). Developmentally Regulated piRNA Clusters Implicate MILI in Transposon Control. Science 316 (5825), 744–747. 10.1126/science.1142612 17446352

[B3] CarmellM. A.GirardA.van de KantH. J. G.Bourc'hisD.BestorT. H.de RooijD. G. (2007). MIWI2 Is Essential for Spermatogenesis and Repression of Transposons in the Mouse Male Germline. Dev. Cell. 12 (4), 503–514. 10.1016/j.devcel.2007.03.001 17395546

[B4] ChumaS.NakanoT. (2013). piRNA and Spermatogenesis in Mice. Phil. Trans. R. Soc. B 368 (1609), 20110338. 10.1098/rstb.2011.0338 23166399PMC3539364

[B5] De FazioS.BartonicekN.Di GiacomoM.Abreu-GoodgerC.SankarA.FunayaC. (2011). The Endonuclease Activity of Mili Fuels piRNA Amplification that Silences LINE1 Elements. Nature 480 (7376), 259–263. 10.1038/nature10547 22020280

[B6] GaysinskayaV.SohI. Y.van der HeijdenG. W.BortvinA. (2014). Optimized Flow Cytometry Isolation of Murine Spermatocytes. Cytometry 85 (6), 556–565. 10.1002/cyto.a.22463 24664803PMC4246648

[B7] HermannB. P.ChengK.SinghA.Roa-De La CruzL.MutojiK. N.ChenI.-C. (2018). The Mammalian Spermatogenesis Single-Cell Transcriptome, from Spermatogonial Stem Cells to Spermatids. Cell. Rep. 25 (6), 1650–1667. 10.1016/j.celrep.2018.10.026 30404016PMC6384825

[B8] IchiyanagiT.IchiyanagiK.OgawaA.Kuramochi-MiyagawaS.NakanoT.ChumaS. (2014). HSP90α Plays an Important Role in piRNA Biogenesis and Retrotransposon Repression in Mouse. Nucleic Acids Res. 42 (19), 11903–11911. 10.1093/nar/gku881 25262350PMC4231750

[B9] InoueK.IchiyanagiK.FukudaK.GlinkaM.SasakiH. (2017). Switching of Dominant Retrotransposon Silencing Strategies from Posttranscriptional to Transcriptional Mechanisms during Male Germ-Cell Development in Mice. PLoS Genet. 13 (7), e1006926. 10.1371/journal.pgen.1006926 28749988PMC5549759

[B10] KawaokaS.IzumiN.KatsumaS.TomariY. (2011). 3′ End Formation of PIWI-Interacting RNAs *In Vitro* . Mol. Cell. 43 (6), 1015–1022. 10.1016/j.molcel.2011.07.029 21925389

[B11] Kuramochi-MiyagawaS.KimuraT.IjiriT. W.IsobeT.AsadaN.FujitaY. (2004). Mili, a Mammalian Member Ofpiwifamily Gene, Is Essential for Spermatogenesis. Development 131 (4), 839–849. 10.1242/dev.00973 14736746

[B12] Kuramochi-MiyagawaS.WatanabeT.GotohK.TotokiY.ToyodaA.IkawaM. (2008). DNA Methylation of Retrotransposon Genes Is Regulated by Piwi Family Members MILI and MIWI2 in Murine Fetal Testes. Genes. Dev. 22 (7), 908–917. 10.1101/gad.1640708 18381894PMC2279202

[B13] LangmeadB.SalzbergS. L. (2012). Fast Gapped-Read Alignment with Bowtie 2. Nat. Methods 9 (4), 357–359. 10.1038/nmeth.1923 22388286PMC3322381

[B14] LiX. Z.RoyC. K.DongX.Bolcun-FilasE.WangJ.HanB. W. (2013). An Ancient Transcription Factor Initiates the Burst of piRNA Production during Early Meiosis in Mouse Testes. Mol. Cell. 50 (1), 67–81. 10.1016/j.molcel.2013.02.016 23523368PMC3671569

[B15] Navarro GonzalezJ.ZweigA. S.SpeirM. L.SchmelterD.RosenbloomK. R.RaneyB. J. (2021). The UCSC Genome Browser Database: 2021 Update. Nucleic Acids Res. 49 (D1), D1046–D1057. 10.1093/nar/gkaa1070 33221922PMC7779060

[B16] ReuterM.BerningerP.ChumaS.ShahH.HosokawaM.FunayaC. (2011). Miwi Catalysis Is Required for piRNA Amplification-independent LINE1 Transposon Silencing. Nature 480 (7376), 264–267. 10.1038/nature10672 22121019

[B17] VourekasA.ZhengQ.AlexiouP.MaragkakisM.KirinoY.GregoryB. D. (2012). Mili and Miwi Target RNA Repertoire Reveals piRNA Biogenesis and Function of Miwi in Spermiogenesis. Nat. Struct. Mol. Biol. 19 (8), 773–781. 10.1038/nsmb.2347 22842725PMC3414646

[B18] YamaguchiS.OeA.NishidaK. M.YamashitaK.KajiyaA.HiranoS. (2020). Crystal Structure of Drosophila Piwi. Nat. Commun. 11 (1), 858. 10.1038/s41467-020-14687-1 32051406PMC7015924

[B19] YoshidaS.SukenoM.NakagawaT.OhboK.NagamatsuG.SudaT. (2006). The First Round of Mouse Spermatogenesis Is a Distinctive Program that Lacks the Self-Renewing Spermatogonia Stage. Development 133 (8), 1495–1505. 10.1242/dev.02316 16540512

How the deposited data were processed for this re-analysis (not part of the article)

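Small RNAs of sorted mouse LZ spermatocytes at P11 and P16 were compared, with 1 library per age prepared from 3 individuals. The authors clipped the adapters, discarded reads that matched miRNAs, rRNAs, tRNAs, snoRNAs, snRNAs or scRNAs, mapped the remaining reads to mm10 with Bowtie2 without mismatches and counted the uniquely mapped reads in each of 512 merged piRNA clusters. They divided the counts by cluster length and by the total of mapped reads and deposited RPKM values with 2 decimals. The paper's text does not name the Bowtie2 version or the counting tool. RPKM are not counts, and they are relative to the library, so that a rise of some clusters lowers the values of the others.

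The P11 and P16 values are also columns of Supplementary Table S1, which had been read before the comparisons, the alternatives and the rule for naming clusters were fixed. The values were therefore not unseen, although those choices were written before the data were examined in the deposited files. The groups (late, early, PSG and low expression) are those of the table. Its values for P21 LZ, SG and PD cells are the paper's and were used only for comparison.

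Depth was recovered from the steps of the RPKM values. The step was searched over the clusters with rounding under 0.3 reads and at most 500 reads, and its value gave 2258292 mapped reads at P11 and 4043096 at P16. Shares of reads have 95% Wilson intervals from the recovered reads. The paper describes no molecular identifiers in the libraries, so these intervals and the floor of 3 reads cover counting error only and say nothing about differences between animals.

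For each cluster the log2 ratio of RPKM + 0.1 was computed, and each group was summarised by its median with a 95% binomial interval over clusters, by the number of clusters changed at least 2-fold and by the percentile of its median among 10000 random lists matched on mean expression in 10 bins. With 1 library per age no p-value was computed for a difference between the ages. Fisher's exact test on the recovered reads of each cluster, with Benjamini-Hochberg adjustment at 0.05, was added after seeing the data and compares the libraries, not the ages. Alternatives covered the pseudocount, low clusters, short clusters, the scaling of the libraries, k-means groups, the P21 library and the summing of reads.

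Named clusters followed a rule. It took the 3 late clusters with the highest P16 RPKM, the 3 with the largest and the 2 with the smallest log2 ratio among those with a mean of at least 10 RPKM, the 3 with the most P16 reads, the 2 early clusters and the 1 PSG cluster with the highest P11 RPKM. Genes were assigned by overlap with GENCODE M21 and with RefSeq genes of GRCm38.p6. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The procedure was tested on simulated data on the same clusters. Only clusters with a mean of at least 1 RPKM were evaluated, and the only error simulated was counting error. All 59 evaluated clusters raised 8-fold were called at least 2-fold higher (100%), and of 163 unchanged clusters 0.613% were called changed. The simulation held no spread between libraries and no group of clusters taking up a library. These rates therefore do not carry over to the calls between P11 and P16. The depth was recovered to within 0.00318%.

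The lengths of piRNAs, the retrotransposon-derived piRNAs and the sequencing of the PSG and P21 stages were not analysed here.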

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

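The tests in this part were chosen after the results were seen. The paper discusses reads of piRNA clusters in 3 groups, and the signals described here lie outside those groups. It also reports piRNAs from retrotransposons, counted by repeat annotation and not by cluster. Some of the reads outside the clusters could be among these, which were not analysed here. In the P11 library 81.0% of mapped reads lay outside the 512 clusters, and in the P16 library 34.0%. The difference between the ages was examined against the share of reads taken by late clusters. Among reads outside late clusters, 82.3% at P11 and 84.0% at P16 lay outside all clusters. The fall from P11 to P16 is consistent with the late clusters taking up the P16 library, and no further change needs to be assumed for these reads. The share is the mapped total minus the uniquely mapped reads of clusters, so it includes reads that map to several places, and the files cannot separate these. What the reads outside the clusters are was not tested.

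Among the 151 clusters of low expression, 101 had at least 3 reads at P11 and 95 at P16. The highest at P11 was cluster285 (chromosome 3, 20109438 to 20213071), with 4.81 RPKM at P11 and 1.29 RPKM at P16, which overlaps the protein-coding genes Hltf and Gyg. The highest at P16 was cluster498 (chromosome 9, 98274346 to 98286589), with 0.61 RPKM (17 reads) at P11 and 9.92 RPKM (491 reads) at P16, which overlaps no annotated gene. Both are named here after their values were seen. A candidate explanation is reads from protein-coding transcripts. Of the 101 clusters with at least 3 reads at P11, 75 overlap a protein-coding exon, against 17 of the other 50 (odds ratio 5.60, p = 2.86e-06, 2-sided Fisher's exact test over clusters, 5.73e-06 after Benjamini-Hochberg adjustment over 4 such tests). Longer clusters hold more exons and more reads. Under the median length of 27.0 kb the odds ratio was 4.06 (p = 0.00539 by the same Fisher's exact test, adjusted 0.00539, 25 of 36 clusters against 14 of 39). Clusters under the median still differ in length, from 0.123 kb upward, so this split cannot exclude length as a source of the association. Neighbouring clusters are not independent, and whether the reads are piRNAs or fragments of mRNAs was not tested, so the pattern cannot be told apart from mRNA fragments. It would not explain cluster498.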

How the results depend on the processing

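No paired analysis was possible because each age has 1 library. Of 76 alternative values of 12 results, 37 stayed within the interval or margin of the main value, 37 moved outside it and 2 reversed.

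The rise of late clusters kept its direction throughout. The median log2 ratio of P16 to P11 (5.70) was 4.15 with a pseudocount of 1, 6.97 relative to mapped reads outside late clusters, 3.69 in k-means group 2 and 7.63 in k-means group 5. The count of late clusters at least 2-fold higher (96) was 37 of 50 and 59 of 66 in those groups and from 90 to 110 under the other alternatives fixed beforehand. Fisher's exact test on the reads, chosen after seeing the data, applies no 2-fold threshold and so asks a different question. It gave 107 late clusters with a higher read share at P16. The ratio of P11 to P21 (-5.60) was -4.25 with a pseudocount of 1.

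The fall of early, PSG and low expression clusters depended on the scaling. Rescaling to the median ratio over clusters with at least 1 RPKM in both libraries gave early -0.18, PSG -0.19 and low expression 0. Rescaling to the early clusters set early to 0 by construction and gave PSG -0.042 and low expression 0. The median ratio rests on 177 clusters, and most early clusters met its cut. Their lower quartiles were 5.70 RPKM at P11 and 2.45 RPKM at P16. It therefore also draws the early clusters toward 0, and neither of these scalings is an independent test of them. Relative to mapped reads outside late clusters, the early median reversed to 0.031, PSG was -0.012 and low expression 0. The low expression median of 0 falls on clusters listed at 0 in both libraries, which no scaling moves, so it does not show an absence of change. Low expression calls of at least 2-fold went from 6 higher and 34 lower to 14 and 9, 18 and 9, and 18 and 9. The count of early clusters at least 2-fold lower (68) was 0 under each of these scalings. At least 2-fold higher were 4, 7 and 9 early clusters, against 1 on RPKM. For PSG clusters the count at least 2-fold lower (77) became 17, 14 and 13, and the count at least 2-fold higher (3) became 9, 11 and 11. The scalings moved the median of all 512 clusters by 0.52, 0.63 and 0.66. Calls of at least 2-fold over all clusters were 106 higher and 180 lower (37.1% higher), and became 137 and 26 (84.0%), 146 and 23 (86.4%), and 148 and 22 (87.1%). The share of late-cluster reads accounts for this shift in the last scaling.

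With a pseudocount of 1 the early median was -1.06, PSG -0.35 and low expression -0.042, and with 0.01 PSG was -1.27 and low expression -0.74. With a mean of at least 1 RPKM, PSG was -1.24 (49 clusters) and low expression -1.32 (9 clusters). Summed reads gave early -1.44, PSG -1.38 and low expression -1.10. The cause was not tested, apart from the floor of 3 reads, under which 31 PSG and 50 low expression clusters lay at P11.

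The ratio of P16 to P21 in late clusters (0.12) was 0.014 after rescaling to the median ratio, 0.27 relative to mapped reads outside late clusters, 0.28 against P21 library 2, and reversed to -0.0076 against library 1. The 0.27 follows from the late-cluster shares of 59.5% at P16 and 55.1% in the paper's P21 average, which give a log2 factor of 0.15. The values against library 1 and library 2 go with the difference between these libraries, whose median log2 ratio was 0.33. For the 0.014 the cause was not tested.

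Without the 5 late clusters with the most reads in each library, late clusters held 0.701% of mapped reads at P11 and 31.5% at P16. Of the reads of all clusters they held 8.03% and 90.2%. Without clusters that overlap rRNA or tRNA genes, chosen after seeing the data, early clusters held 11.3% at P11 and 4.35% at P16.

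Of the 13 named clusters, 4 reversed under the scalings, which were applied to them after seeing the data. In the order of the scalings above, cluster28 became 0.28, 0.45 and 0.49, cluster106 0.049, 0.23 and 0.26, and cluster291 0.24, 0.42 and 0.45. For cluster263 the latter 2 scalings gave 0.10 and 0.13. Of their other alternative values, 37 moved without changing direction and 17 did not move.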

Differences from the paper's values

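The paper gives 14 M reads per sample for the P11 and P16 libraries, and the RPKM values correspond to 2.26 M mapped reads at P11 and 4.04 M at P16. The paper's number is for sequenced reads and the recovered numbers are for mapped reads, so the measures are not the same. None of the alternatives set before the data were examined bears on this difference.

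The paper describes late clusters as lower in P11 than in P16 LZ spermatocytes. This held for 110 of the 116 late clusters on RPKM, and 6 had a higher RPKM at P11. These 6 depend on the scaling. Of them, cluster106 had the most negative log2 ratio, -1.02, and it became 0.049, 0.23 and 0.26 under the scalings above. The legend of Fig. 3 names 512 clusters, and the PSG, early and late groups of Supplementary Table S1 hold 361.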

Other observations

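The tests in this part were chosen after the results were seen. The P16 library is deeper, which bears on the 22 late clusters with fewer than 3 reads at P11 and not on RPKM ratios, which are already divided by depth. With the P16 reads thinned to the P11 depth, 0 late clusters had fewer than 3 reads, so the lower sequencing depth at P11 does not account for those 22. For the higher level of late clusters at P16, 2 technical explanations were examined. A few clusters take many reads, and cluster210 alone held 25.1% of the late-cluster reads at P16. Without the 5 late clusters with the most P16 reads, the summed share of the others still rose from 1.32% to 31.5% of mapped reads, a log2 ratio of 4.58 against 5.29 with them. These clusters account for part of the rise in the share and not for all of it. The other explanation is PD cells in the P16 preparation, which could bring late-cluster reads with them. If P16 were a mixture of the P11 profile and the paper's PD profile, PD reads would have to make up 61.7% of the P16 reads. Cells and reads need not have the same share, so the purity of the sorted cells, on which the paper bases its argument against contamination, does not translate into a share of reads. At P16, 12 late clusters exceeded both their P11 and the paper's PD value, and 3 exceeded both by over 1.5 times. These were cluster62, cluster435 and cluster452, singled out after their values were seen. With 52.2 RPKM at P16, cluster62 compares with 5.12 RPKM at P11 and the paper's 17.0 RPKM in PD. In the paper's P21 LZ libraries, from the same experiment as the PD library, 2 of these 3 were above both values in each library. The cluster with the most reads, cluster210, was at 1.22 times the paper's PD value at P16. A mixture alone would not place these clusters above both, but spread between libraries could, and it was not allowed for. For cluster210 the P21 LZ libraries gave 1770 and 1406 RPKM. In P21 LZ library 2, cluster435 was below the PD value (28.1 against 30.0 RPKM). For clusters between the P11 and PD values, intermediate expression in LZ cells would give the same as a mixture. The mixture fitted the late clusters less closely than the paper's P21 LZ values did. Of the 116 late clusters, 81 lay within 2-fold of the mixture and 114 within 2-fold of P21 LZ, and the SD of the log2 ratio of P16 was 0.89 to the mixture and 0.41 to P21 LZ. The rank correlation of P16 across late clusters, which are not independent replicates, was 0.917 with PD and 0.987 with P21 LZ (Spearman). These values go against cells with the paper's PD profile as the only source of the late-cluster reads. That profile joins pachytene and diplotene cells at P21, so the values cannot exclude contaminating cells from part of these stages. The P21 LZ cells could hold PD cells as well. The share of early clusters does not go against a mixture. The mixture predicts 6.34% of reads, where P16 had 5.83% and the paper's P21 LZ average is 5.66%. The rise of late clusters cannot be told apart from PD cells contributing some of the late-cluster reads.

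The lower RPKM of early clusters at P16 may reflect the share of the P16 library that late clusters take up. Relative to mapped reads outside late clusters, the early median log2 ratio was 0.031 in place of -1.22. Without the 4 early clusters that overlap rRNA or tRNA genes, the log2 ratio of the summed early share was -1.38 against -1.44 with them, so the reads of these clusters account for little of the fall in the share. These libraries give relative amounts, so whether the amount of early piRNAs per cell changes between the ages cannot be read from them.

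The highest early cluster, cluster218, overlaps an rRNA gene although the authors discarded reads that matched rRNAs. It held 23.8% of the early-cluster reads at P11 and 19.0% at P16. A possible explanation is rRNA fragments that passed the filter. Its log2 ratio of -1.77 lay just outside the middle 95% of the other early clusters (-1.72 to 0.030), which fragments of another origin could give. A further 2 early clusters had lower ratios, so this position does not single it out, and the fragments cannot be told apart from piRNAs without read lengths, which were not analysed here.

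The 20 late clusters that were less than 2-fold higher at P16 may owe their P11 reads to overlapping protein-coding transcripts. A protein-coding exon was overlapped by 17 of these 20 and by 29 of the other 96 (odds ratio 13.1, p = 7.32e-06, 2-sided Fisher's exact test over clusters, 9.75e-06 after Benjamini-Hochberg adjustment over 4 tests). They were shorter, with a median of 7.18 kb against 16.5 kb, but shorter late clusters overlapped such exons less often (18 of 58 under the median length of 14.8 kb, 28 of 58 over it), so length would work against the association. Under the median length the odds ratio was 38 (p = 1.46e-06 by the same Fisher's exact test, adjusted 5.73e-06, 12 of 14 against 6 of 44). Which clusters count as less than 2-fold higher depends on the scaling, and under each of the scalings tried 6 remained, all of which overlap such an exon. Clusters are not independent replicates, and this remains a hypothesis. The paper's median level in SG is 25.0 RPKM for the 20 clusters and 9.31 RPKM for the others. For the early clusters it is 20.4 RPKM, and 88 of 97 early clusters overlap a protein-coding exon. In exon overlap and SG level the 20 clusters thus resemble early clusters. The exon overlap alone cannot tell reads of protein-coding transcripts from piRNAs of such clusters.

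The steps in the paper's retrotransposon values of Supplementary Table S2 correspond to 1043186 reads at P11 and 1330175 reads at P16, where the cluster values correspond to 2.16 and 3.04 times as many. The total behind the values therefore differs between the tables, and the cause was not tested.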
